A study of Mus musculus with 12 samples. Its data were reported in "Role of murine macrophage in temporal regulation of cortisol- and serotonin-induced adipogenesis in pre-adipocytes when grown together" (2018).

How the data were processed

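RNA of 3T3-L1 cells was profiled on 12 dual-colour Agilent mouse arrays. Each array set cells co-cultured with RAW264.7 macrophages (Cy5) against cells grown alone (Cy3) under the same treatment and time, and all arrays had the same dye orientation. The authors scanned the slides and extracted the spots with Agilent Feature Extraction, whose version is 10.7.3.1 per the file headers and 10.5.1.1 in the submitters' processing notes. The deposited files hold linear intensity values of each spot in both channels with local backgrounds, the processed intensity after background subtraction and dye normalization, and a log10 ratio of Cy5 over Cy3. The deposited files also hold other columns, flags that mark spots as outliers, saturated or well above background. The value table of the authors held the same log10 ratio as the scanner files, with its scale, centring and direction known from that match. Each time had a slide of its own, so slide and time cannot be told apart and no slide effect could be fitted.

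Median spot signals were corrected with normexp (offset 50) against the local background, in place of the mean signals that had been planned, and normalized within each array by loess in limma 3.58.1 under R 4.3.3 with statmod 1.5.0 and the data.table package (1.17.8). Where a local background exceeded 5 times the array median, it was replaced by that median and the spot was left out, a step chosen after seeing the data. Control spots had weight 0 in loess and were then left out with outlier spots, and spots of a probe were averaged. Of 39429 probes, 27508 were named through the RefSeq gene table of assembly GRCm38.p6, giving 20886 symbols. Probes had to lie well above background in either channel on at least 3 arrays, which 23032 did, and the brightest probe stood for a gene, leaving 13837 genes. Of 3417 genes with several probes, 43 had probes called in opposite directions at 48 h. For single channels, loess was followed by Aquantile normalization between arrays. The number of arrays limits the precision.

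Each ratio was fitted on all 12 arrays with time and treatment as additive terms (6 residual degrees of freedom) by lmFit and eBayes with a mean trend. The comparisons were co-culture over alone at each time, differences between times, each hormone against NT, and both hormones beyond their sum. Cy5 and Cy3 channels were fitted separately with the same terms. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, the fold threshold of the study. Adjusted p-values in the text are from limma and two-sided. The overlap in independent lists was the product of both counts over the genes tested.

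The design, the alternatives, 25 gene lists and the rule for named genes were fixed before the data were examined. The rule took, among called genes that went the same way on every array or matched pair, the 10 highest and 10 lowest log2 values (5 and 5 for hormones), leaving out clone names, numbered predicted genes and olfactory receptors, then list members and genes the study names. Some genes that this rule names are not reported here. The lists covered macrophage, fibroblast and contractile genes, adipocyte differentiation, NF-kB, interferon-stimulated, immediate early, cell cycle, hypoxia and glycolysis, ER stress, NRF2, cholesterol synthesis, remodelling, TGF-beta, p53, respiratory chain, ribosomal, housekeeping, olfactory receptor, glucocorticoid-induced and serotonin genes, and 4 sets the study chose on these samples (cytokines, TNF pathway, lipid and glucose genes, receptors). The TNF pathway list holds more genes than the study names in its figure of that pathway, so it is not exactly the study's set. Shifts of lists were tested with camera at a preset correlation of 0.01 on the 13024 genes complete on all arrays. None of the list shifts held with an estimated correlation. The fits were tested on simulated data with known changes. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

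Alternatives were Feature Extraction's processed signals without loess, another offset, other filters, the mean of a gene's probes, array weights, leaving out each array, median centring, scaling between arrays, the deposited log ratios, a model of time alone, quantile normalization of 24 channels, a joint fit of both channels, other fold thresholds and an estimated correlation. Leaving out 3 arrays in doubt, leaving out the 48 h arrays and keeping high local backgrounds were added after seeing the data. Leaving out arrays also lowers the residual degrees of freedom, so a lost call need not come from a fault of those arrays.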

Results

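Expression was profiled in 3T3-L1 cells, a mouse fibroblast line that can be turned into adipocytes, kept for 6 h, 24 h or 48 h either alone or beneath an insert holding RAW264.7 cells, a mouse macrophage line. The insert had pores of 0.4 µm and RNA was taken from the lower well. Cultures received no treatment (NT), 100 µM serotonin (S), 100 µM cortisol (C) or 100 µM of each hormone (CS). Each of the 12 arrays carried co-cultured cells in Cy5 and cells grown alone, under the same treatment and time, in Cy3. There was 1 array per condition and no dye swap, so a dye bias of a probe is part of every co-culture ratio. The 4 treatments of a time therefore stood in for replicates after the treatment effect was removed, and p-values measure only the spread left between these arrays. Between 19912 and 22770 probes lay well above background in Cy5 and between 18395 and 21335 in Cy3, and 13837 named genes were tested. Across genes, which are not independent replicates, the log ratios of arrays of a time had a median r of 0.832 at 6 h, 0.747 at 24 h and 0.925 at 48 h. The SD of the log ratios across genes averaged 0.397 at 6 h, 0.407 at 24 h and 0.687 at 48 h. Gene values below are log2 of co-culture over alone ± SE (n = 4 arrays) unless said otherwise. The SE comes from the limma fit to all 12 arrays, with treatment differences removed and variances moderated across genes. It is not the spread of the 4 arrays of a time. For Fos it was 0.31 at 6 h, where arrays ran from 0.31 to 3.49, and 0.31 at 48 h, where they ran from -1.48 to -1.4.

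The comparison at 6 h asked how pre-adipocytes differ soon after macrophages are placed above them. The genes furthest higher in co-culture included Acod1, which makes itaconate, at 3.21 ± 0.15, the stromelysins Mmp3 and Mmp10 at 2.70 ± 0.29 and 2.38 ± 0.20, the TNF receptor adaptor Traf1 at 2.26 ± 0.13 and the nitric oxide synthase Nos2 at 2.17 ± 0.14. Cstdc4 at 3.48 ± 0.08 and Csta3 at 2.65 ± 0.15 belong to the stefin A family of protease inhibitors, whose members are close copies that a probe may not tell apart. Ccng2 (2.51 ± 0.22), the incretin receptor Gipr (2.48 ± 0.10) and Tcim (2.40 ± 0.22) were also higher. The genes furthest lower were Fibin (-1.82 ± 0.14), the linker histone H1f5 (-1.68 ± 0.07), the myosin light chain Myl9 (-1.57 ± 0.09), Prickle1 (-1.48 ± 0.09), Cd248 (-1.47 ± 0.13), Lrrc17 (-1.47 ± 0.09) and Sparcl1 (-1.44 ± 0.17). So were the interferon-induced genes Tgtp2 (-1.53 ± 0.18), Rtp4 (-1.48 ± 0.24) and Ifit1 (-1.44 ± 0.29). Each of these genes went the same way on 4 of 4 arrays.

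At 6, 24 and 48 h, counts adjusted over the list alone equalled those over all genes for each of the 25 lists, except the TNF pathway genes at 24 h. Among NF-kB targets at 6 h, 15 of 30 measured members were higher and 0 lower, with a median of 0.54, led by Ier3 (2.15 ± 0.15), the complement factor Cfb (2.12 ± 0.12) and Gch1 (1.84 ± 0.08). The shift of this list had an adjusted p of 1.4e-07 with the preset correlation and 0.135 with an estimated correlation. The TNF pathway list rests on genes the study chose on these samples, which is not independent evidence. It is not exactly the study's set, whose figure names 9 genes. All 10 listed genes were higher, as were 10 adjusted over the list alone, with a median of 1.81 (adjusted p = 0.135 with an estimated correlation). They included Tnfaip3, a brake on NF-kB signalling (1.99 ± 0.09), the prostaglandin synthase Ptgs2 (1.91 ± 0.27), Cxcl1 (1.70 ± 0.19), Il6 (1.63 ± 0.32) and Csf2 (1.59 ± 0.45). Of the 10 cytokine and chemokine genes chosen by the study, again not independent evidence, 9 were higher and 0 lower, likewise 9 adjusted over the list alone (adjusted p = 0.157 with an estimated correlation). Il1a lay at 1.95 ± 0.28, Csf3 at 1.92 ± 0.17 and the decoy receptor Il13ra2 at 1.62 ± 0.21. Immediate early genes were higher in 9 of 20 and lower in 0 (adjusted p = 0.157 with an estimated correlation). Fos lay at 2.16 ± 0.31 and Jun at 0.88 ± 0.21. Macrophage markers moved with these groups: 7 of 21 were higher and 0 lower, with a median of 0.28 (adjusted p = 0.00352 preset and 0.205 with an estimated correlation), among them Clec4d (1.74 ± 0.09), Cd14 (0.98 ± 0.12) and Aif1 (0.71 ± 0.09).

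Hypoxia and glycolysis genes were higher at 6 h in 12 of 26 and lower in 0 (median 0.58; adjusted p = 0.135 with an estimated correlation). The hypoxia-induced Ankrd37 lay at 1.88 ± 0.15, the oxidase Ero1a at 1.35 ± 0.06 and the carbonic anhydrase Car12 at 1.23 ± 0.08. Cell cycle genes were lower in 15 of 28 and higher in 0 (median -0.60; adjusted p = 0.327 with an estimated correlation). Rrm2 lay at -1.24 ± 0.13 and Ccnb1 at -1.08 ± 0.09. Interferon-stimulated genes were lower in 10 of 29 and higher in 1 (median -0.44; adjusted p = 0.737 with an estimated correlation). Usp18 lay at -1.19 ± 0.14 and Isg15 at -1.06 ± 0.10. Contractile genes were lower in 4 of 9 (median -0.55; adjusted p = 0.221 with an estimated correlation). Tagln lay at -1.08 ± 0.22 and Acta2 at -0.86 ± 0.08, but under plain median centring the list median was 0.02 and Acta2 0.36. NRF2 genes were higher in 6 of 19 (adjusted p = 0.157 with an estimated correlation). Remodelling genes were higher in 7 and lower in 1 of 22 (adjusted p = 0.338 with an estimated correlation). The receptors chosen by the study, not independent evidence, were higher in 3 of 10, the same number adjusted over the list alone (adjusted p = 0.135 with an estimated correlation). Among lipid and glucose genes chosen by the study, 7 of 27 were higher and 1 lower, the same numbers adjusted over the list alone, a list shift that missed the threshold. The glucose transporter Slc2a1 lay at 1.06 ± 0.07, the desaturase Scd2 at 0.61 ± 0.08 and lipoprotein lipase, Lpl, at -1.01 ± 0.07. In all, limma called 610 genes higher and 729 lower at 6 h. With each array centred on its median without loess, the median of all genes was 0.23, 0.39 and -0.16 at 6, 24 and 48 h, against -0.017, 0.0026 and -0.015 after loess. Median centring gave 3490 higher and 231 lower at 6 h, and the deposited log ratios gave 1134 and 977. Without the 3 arrays whose hormone label is in doubt (S at 6 h, S at 24 h and CS at 24 h), 1295 genes were called at 6 h, 1158 at 24 h and 4360 at 48 h.

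**Figure D1:**
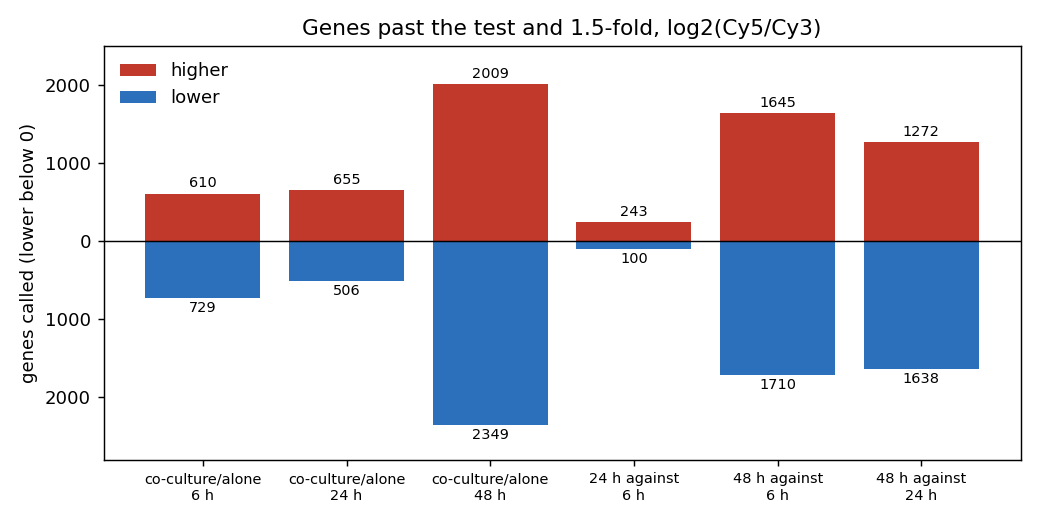
Number of genes called by limma (adjusted p under 0.05 and at least 1.5-fold) for the co-culture ratio at each time and for its change between times. Bars above 0 count genes that were higher and bars below 0 genes that were lower; the 48 h ratio has 2009 higher and 2349 lower.

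Some genes higher at 6 h were still higher at 24 h, with Mmp3 at 2.75 ± 0.29, Fos at 2.14 ± 0.31, Traf1 at 1.75 ± 0.13, Tnfaip3 at 1.71 ± 0.09 and Csf3 at 1.69 ± 0.17. Il6 at 0.80 ± 0.32 missed the test (adjusted p = 0.06). The rule named Cstdc4 (3.85 ± 0.08), Gipr (3.34 ± 0.10), Cavin4 (2.83 ± 0.09), the transcription factor Wt1 (2.74 ± 0.09), Csta3 (2.65 ± 0.15), the plasminogen activator inhibitor Serpinb2 (2.63 ± 0.13), Wdr92 (2.55 ± 0.08), the glycogen branching enzyme Gbe1 (2.45 ± 0.10) and Sprr2e (2.42 ± 0.07) as furthest higher. Furthest lower were Itgbl1 (-2.01 ± 0.10), the matrix proteins Aspn (-1.91 ± 0.20) and Sparcl1 (-1.83 ± 0.17), the antiviral genes Rtp4 (-1.93 ± 0.24), Rsad2 (-1.90 ± 0.23) and Tgtp2 (-1.69 ± 0.18), Akr1c14 (-1.78 ± 0.12), Gdpd2 (-1.71 ± 0.16), Lpl (-1.65 ± 0.07) and Mnd1 (-1.61 ± 0.10). Each went the same way on 4 of 4 arrays.

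By group, hypoxia and glycolysis genes at 24 h were higher in 13 of 26 and lower in 0 (median 0.62; adjusted p = 0.213 with an estimated correlation). Car12 lay at 1.83 ± 0.08. Interferon-stimulated genes were lower in 16 of 29 and higher in 0 (median -0.66; adjusted p = 0.415 with an estimated correlation). Ifit1 lay at -1.5 ± 0.29 (lower on 3 of 4 arrays), Usp18 at -1.34 ± 0.14 and Isg15 at -0.89 ± 0.10; under median centring Isg15 was 0.39. Cell cycle genes were lower in 13 of 28 (median -0.58; adjusted p = 0.383 with an estimated correlation), though the median was 0.03 under median centring. Of the TNF pathway list, which rests on genes the study chose and is not independent evidence, 9 of 10 were higher. Adjusted over the list alone, 10 were (adjusted p = 0.246 with an estimated correlation). Of its cytokines, not independent evidence either, 6 of 10 were higher, also 6 adjusted over the list alone (adjusted p = 0.378 with an estimated correlation). Il13ra2 lay at 2.25 ± 0.21 and the antimicrobial peptide gene Camp at 1.82 ± 0.12. NF-kB targets were higher in 8 and lower in 2 of 30 (adjusted p = 0.324 with an estimated correlation). Immediate early genes were higher in 5 of 20 (adjusted p = 0.383 with an estimated correlation) and remodelling genes in 8 of 22 (adjusted p = 0.383 with an estimated correlation). NRF2 genes were higher in 3 of 19 (adjusted p = 0.415 with an estimated correlation). The receptors the study chose, not independent evidence, were higher in 5 of 10, as adjusted over the list alone (adjusted p = 0.213 with an estimated correlation). The lipid and glucose genes the study chose, not independent evidence, were higher in 11 and lower in 2 of 27, the same adjusted over the list alone (adjusted p = 0.213 with an estimated correlation). The fatty acid transporter Slc27a3 lay at 1.72 ± 0.12, Slc2a1 at 1.36 ± 0.07, Scd2 at 1.01 ± 0.08, Acsbg1 at 1.01 ± 0.07 and the carnitine transferase Cpt1a at -0.65 ± 0.05. Macrophage markers beside them were higher in 3 of 21 (median 0.16; adjusted p = 0.383 with an estimated correlation). In total 655 genes were higher and 506 lower, against 4627 and 111 under median centring and 1406 and 713 with the deposited log ratios.

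At 48 h the ratios were wider, and genes of lipid and glucose metabolism went both ways. Apoe, which carries lipid out of cells, lay at 2.29 ± 0.07, Slc2a1 at 2.31 ± 0.07, the acetyl-CoA synthetase Acss2 at 2.29 ± 0.10, the adipogenic factor Cebpb at 1.95 ± 0.07 and the glycerol phosphate dehydrogenase Gpd1 at 1.75 ± 0.08. Lpl (-2.37 ± 0.07), Scd2 (-0.94 ± 0.08), Cpt1a (-0.96 ± 0.05) and the mitochondrial acyl-CoA dehydrogenases Acadl (-1.11 ± 0.05) and Acadm (-1.25 ± 0.08) were lower, and the peroxisomal thiolase Acaa1a (0.73 ± 0.06) higher. Pdpk1 lay at 0.08 ± 0.05 and was not called, and was -0.41 when all its probes were averaged. Of the lipid and glucose genes the study chose, not independent evidence, 13 were higher and 6 lower of 27, the same adjusted over the list alone, and the list missed the threshold (adjusted p = 0.112). Of 19 adipocyte differentiation genes 3 were higher and 2 lower, and the list missed the threshold, with the fatty acid binding protein Fabp4 at -0.79 ± 0.17.

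The largest rises named by the rule at 48 h were Cstdc4 (5.56 ± 0.08), the cornified envelope genes Sprr2g (3.92 ± 0.09), Sprr2e (3.75 ± 0.07) and Sprr2i (3.68 ± 0.08), again a family of close copies. Also among the 10 highest were Wdr92 (3.77 ± 0.08), Gipr (3.76 ± 0.10), Plppr3 (3.69 ± 0.07), Cabyr (3.48 ± 0.13), Csta3 (3.43 ± 0.15) and Acod1 (3.39 ± 0.15). The lowest were the mitotic genes Kif18a (-2.86 ± 0.09) and Cenpk (-2.59 ± 0.08), Ifit1 (-2.82 ± 0.29), Aspn (-2.65 ± 0.20), Pcdh17 (-2.47 ± 0.07), Thumpd3 (-2.43 ± 0.10), Rab39b (-2.42 ± 0.12), Clca3a1 (-2.40 ± 0.28), Tgtp2 (-2.39 ± 0.18) and Itgbl1 (-2.37 ± 0.10), each the same way on 4 of 4 arrays. Hypoxia and glycolysis genes were higher in 18 of 26 and lower in 0 (median 0.88; adjusted p = 0.625 with an estimated correlation). Car12 lay at 2.41 ± 0.08, Gpi1 at 1.44 ± 0.05 and Vegfa at 1.25 ± 0.05. Cell cycle genes were lower in 16 of 28 (median -0.65) and interferon-stimulated genes lower in 19 of 29 (median -0.78), each with an adjusted p of 0.625 with an estimated correlation; Ccna2 lay at -1.63 ± 0.12 (n = 3) and Rsad2 at -2.11 ± 0.23. The receptors the study chose, not independent evidence, were higher in 6 and lower in 1 of 10, as adjusted over the list alone (adjusted p = 0.625 with an estimated correlation), with the interleukin 4 receptor Il4ra at 1.75 ± 0.06, Tlr13 at 1.73 ± 0.12, Tlr6 at 1.26 ± 0.19, Tnfrsf1b at 1.07 ± 0.08 and Tlr2 at -0.78 ± 0.14.

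Members of the TNF pathway, cytokine, NF-kB and immediate early lists went both ways at 48 h. Tnfaip3 (2.86 ± 0.09), Gch1 (3.04 ± 0.08), Csf3 (2.26 ± 0.17), Il13ra1 (2.48 ± 0.09) and Camp (3.63 ± 0.15, n = 3) were higher. Fos (-1.44 ± 0.31), Ccl8 (-1.62 ± 0.14) and the adhesion molecule Vcam1 (-2.0 ± 0.16) were lower. Il6 (0.32 ± 0.32), Cxcl1 (0.22 ± 0.19), Ptgs2 (0.57 ± 0.27) and Csf2 (0.73 ± 0.45) were not called. The NT array stood apart here, with a TNF pathway list median of -0.136 against 1.049 to 1.175 on the hormone arrays, and without it Il6 (0.84), Ptgs2 (1.1) and Csf2 (1.38) were called. Of the TNF pathway list, which rests on genes the study chose and is not independent evidence, 5 were higher and 1 lower. Of the study's cytokines 8 were higher and 1 lower, and both lists had the same counts adjusted over the lists alone. Neither list passed the threshold (adjusted p = 0.105 and 0.0785). The NF-kB list (10 higher and 3 lower of 30), immediate early genes (9 and 2 of 20) and remodelling genes (10 and 1 of 22) did not pass as lists. Neither did NRF2 genes (7 and 3 of 19), cholesterol synthesis genes (1 and 9 of 20), ER stress genes (4 and 8 of 26) or TGF-beta targets (7 and 2 of 15). Single members among them included Serpinb2 (3.24 ± 0.13), Txnrd1 (1.96 ± 0.08), Smad7 (1.57 ± 0.09), Idi1 (-1.57 ± 0.15) and Chac1 (-1.81 ± 0.08). Macrophage markers were higher in 7 and lower in 2 of 21. Clec4d lay at 1.83 ± 0.09, Ctss at 1.53 ± 0.24 and Csf1r at 1.11 ± 0.11 against Cd53 at -0.68 ± 0.11 and Arhgdib at -0.62 ± 0.07. This list missed the threshold (adjusted p = 0.207). limma called 2009 genes higher and 2349 lower at 48 h, against 1589 and 3627 under median centring and 3076 and 2918 with the deposited log ratios.

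The remaining lists showed no shift past the threshold at any of the 3 times, except ribosomal protein genes, with 3 of 79 higher at 6 h and 3 at 24 h (adjusted p = 0.135 and 0.213 with an estimated correlation), and olfactory receptor genes, taken as background, with 6 of 75 higher at 6 h and 2 at 24 h (adjusted p = 0.135 and 0.324 with an estimated correlation). The median of the olfactory list was 0.083 at 6 h and 0.085 at 24 h, and turned to -0.01 and -0.03 with no filter on dim probes and, at 24 h, to -0.04 under median centring. At 48 h, ribosomal protein genes were higher in 16 and lower in 8 of 79, olfactory receptor genes higher in 2 of 75, and contractile genes higher in 2 and lower in 3 of 9. Fibroblast markers were then higher in 5 and lower in 7 of 25, with the collagen Col3a1 at -1.32 ± 0.06 and Pdgfra at -1.08 ± 0.06. Glucocorticoid-induced genes were then higher in 11 and lower in 4 of 24, and p53 and apoptosis genes higher in 1 and lower in 6 of 24. Nuclear-encoded respiratory chain genes were higher in 1 and lower in 6 of 29, and housekeeping genes higher in 2 and lower in 2 of 15. Serotonin receptor and metabolism genes were higher in 1 of 7, Htr2a at 1.01 ± 0.06.

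**Figure D2:**
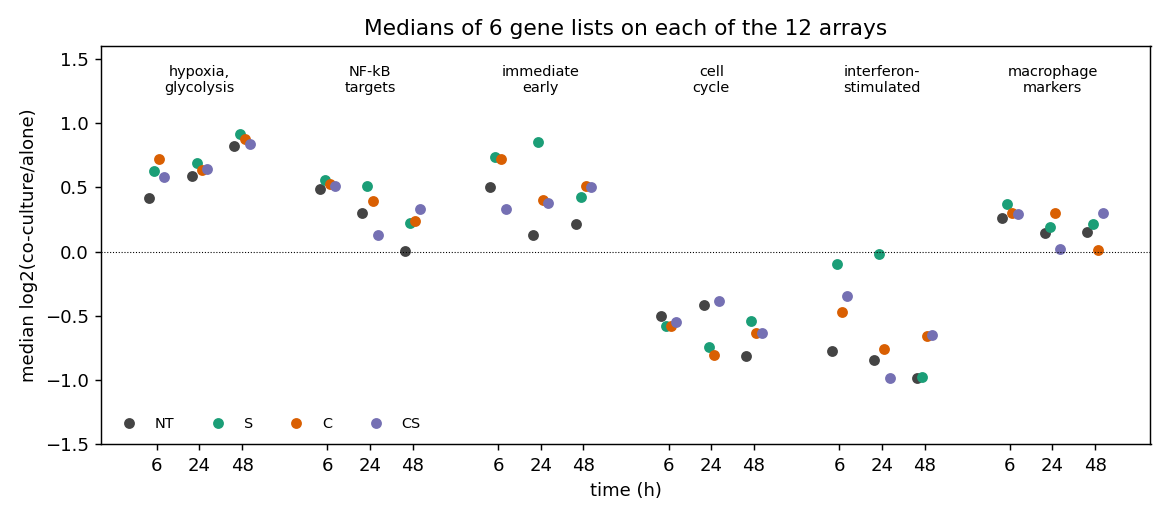
Median log2(co-culture/alone) of 6 gene lists, with 1 point per array, coloured by treatment, at 6, 24 and 48 h. After loess, hypoxia and glycolysis medians are above 0 and cell cycle medians below 0 on all 12 arrays, but under median centring the cell cycle median over the arrays of 24 h was 0.03.

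The kinetic comparison asked which co-culture ratios changed with time. Ccn2, a secreted matrix regulator, rose by 2.53 ± 0.25 from 6 h to 24 h and by 4.05 ± 0.25 from 6 h to 48 h, passing from -0.93 ± 0.18 at 6 h to 1.6 ± 0.18 and 3.12 ± 0.18. Fos fell by 3.60 on the log2 scale (SE 0.43) from 6 h to 48 h, with Fosb (-2.01 ± 0.32), Egr1 (-1.6 ± 0.28) and Klf4 (-2.40 ± 0.15), all immediate early or fast-responding factors, but of the 20 immediate early genes 3 rose and 5 fell, with a median of 0.06, and the list missed the threshold (adjusted p = 0.871). Il6 (-1.31 ± 0.45), Cxcl1 (-1.49 ± 0.26), Ptgs2 (-1.34 ± 0.38), Mmp3 (-1.35 ± 0.41) and Tlr2 (-1.55 ± 0.20) fell too, while Csf2 at -0.86 ± 0.63 missed the test. The NT array of 48 h weighed on these falls: without it Cxcl1 (-1.19), Ptgs2 (-0.81) and Tlr2 (-1.43) were still called, but Il6 (-0.79) and Mmp3 (-1.12) were not. Il6 also lost the call without NT of 6 h, CS of 6 h, S of 48 h or C of 48 h, and Mmp3 without CS of 6 h. Lipid and glucose genes changed in both directions: Acss2 (2.19 ± 0.14), Apoe (1.79 ± 0.10), Slc2a1 (1.24 ± 0.10) and Cebpb (1.22 ± 0.10) rose, and Scd2 (-1.56 ± 0.11) and Lpl (-1.36 ± 0.09) fell.

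From 6 h to 48 h the rule further named Id4 (3.34 ± 0.14), Efnb2 (3.18 ± 0.14), Slc23a3 (2.83 ± 0.14), Cspg5 (2.80 ± 0.20), Lman1l (2.70 ± 0.13), Apol10b (2.67 ± 0.33), Cdk5r1 (2.51 ± 0.13), Xpo7 (2.50 ± 0.14) and Smad6 (2.43 ± 0.12) as rising. As falling it named Pi15 (-2.32 ± 0.16), Cfhr2 (-2.26 ± 0.12), Vcam1 (-2.08 ± 0.23), Ttc30b (-2.04 ± 0.24), Zc3h6 (-2.04 ± 0.12), Akr1c14 (-1.98 ± 0.17) and Chac2 (-1.98 ± 0.12). limma called 1645 genes higher and 1710 lower at 48 h than at 6 h and 1272 and 1638 at 48 h than at 24 h. Median centring gave 450 and 6038, and 299 and 7345. No list passed for either contrast. Each time was hybridised on a slide of its own, so time and slide cannot be told apart.

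From 6 h to 24 h, 243 genes rose and 100 fell (538 and 76 under median centring). Besides Ccn2, the inhibitor Timp3 (1.77 ± 0.17), Rhox8 (1.61 ± 0.17), Dcc (1.6 ± 0.17), Gab3 (1.6 ± 0.18) and the noncoding Neat1 (1.53 ± 0.21) rose most. The orphan receptor Nr4a1 (-1.65 ± 0.39), Akr1c14 (-1.48 ± 0.17), the interferon-induced Gbp6 (-1.33 ± 0.18) and Rsad2 (-1.23 ± 0.33), Apod (-1.32 ± 0.12) and the neutrophil chemokine Cxcl5 (-1.11 ± 0.30) fell. Contractile genes rose in 3 of 9, and in 4 adjusted over the list alone (adjusted p = 0.74 with an estimated correlation). NF-kB targets fell in 3 and rose in 1 of 30, 5 and 1 adjusted over the list alone (adjusted p = 0.74 with an estimated correlation). Interferon-stimulated genes fell in 1 of 29, 0 by limma adjusted over the list alone (adjusted p = 0.823 with an estimated correlation). NRF2 genes fell in 1 of 19 (adjusted p = 0.74 with an estimated correlation) and cholesterol genes fell in 2 and rose in 1 of 20, 3 and 1 adjusted over the list alone (adjusted p = 0.838 with an estimated correlation). The count of 343 dropped to 179 without the S array of 6 h, 196 without the CS array of 6 h and 185 without the C array of 24 h, and to 3 without the 3 arrays in doubt.

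**Figure D3:**
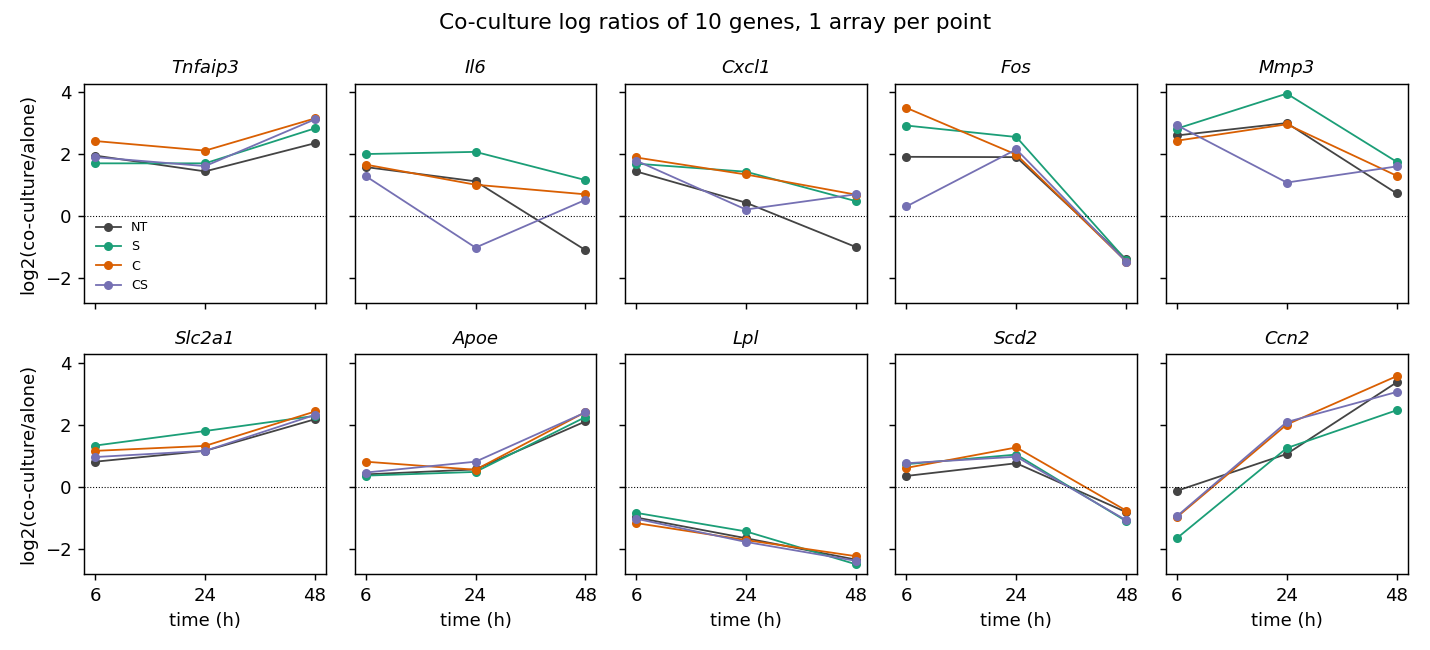
log2(co-culture/alone) of 10 genes at 6, 24 and 48 h, with 1 array per point and a line joining the arrays of each treatment, which come from separate cultures. Fos is between -1.48 and -1.40 on the 4 arrays of 48 h, and Lpl is below 0 on all 12 arrays.

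Calls of different times were set against each other. Of genes higher at 6 h, 389 were also higher at 24 h (28.9 in independent lists) and 399 at 48 h (88.6), and of genes lower at 6 h, 293 were also lower at 24 h (26.7) and 438 at 48 h (123.8). In all, 302 genes were higher and 249 lower at all 3 times. The arrays share a dye orientation, so part of each overlap may rest on a fixed dye bias.

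The separate channels showed which side of the ratio moved between 6 h and 48 h. In co-cultured cells Fos fell by 3.52 on the log2 scale (SE 0.24) and Fosb by 3.21, whereas Fos in cells grown alone was 0.08 ± 0.36 and not called. Ccn2 rose by 1.75 ± 0.25 in co-cultured cells and was -2.30 ± 0.38 in cells grown alone, where the contractile genes Myl9 (-2.16 ± 0.20) and Acta2 (-1.57 ± 0.22) also fell. Rsad2 (2.09 ± 0.34) and Ifit1 (1.72 ± 0.32) rose in cells grown alone, with 15 of 29 interferon-stimulated genes higher there and 0 lower (median 0.69; adjusted p = 0.638 with an estimated correlation). In co-cultured cells 9 of 29 were higher and 2 lower (median 0.41), and the list missed the threshold (adjusted p = 0.0708). Apoe (1.34 ± 0.13), Acss2 (1.45 ± 0.12), Cebpb (1.12 ± 0.07) and Slc2a1 (0.91 ± 0.11) rose in co-cultured cells, and Lpl (-0.80 ± 0.07) fell. In cells grown alone Apoe was -0.44 ± 0.14, Cebpb -0.09 ± 0.10, Slc2a1 -0.33 ± 0.12 and Lpl 0.57 ± 0.10, none called.

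Cholesterol synthesis genes fell in 14 of 20 in co-cultured cells (median -0.96; adjusted p = 0.523 with an estimated correlation). Cyp51 lay at -2.01 ± 0.09 and Msmo1 at -1.83 ± 0.12, and in 5 of 20 in cells grown alone (adjusted p = 0.664 with an estimated correlation). Cell cycle genes rose with time in both, in 9 of 28 co-cultured (adjusted p = 0.523 with an estimated correlation) and 10 of 28 alone (adjusted p = 0.638 with an estimated correlation). Ccnb2 lay at 1.26 ± 0.11 and 1.62 ± 0.13. Ribosomal protein genes rose in 19 of 79 (adjusted p = 0.466 with an estimated correlation) and respiratory chain genes in 1 of 29 (adjusted p = 0.133 with an estimated correlation) in cells grown alone. There NRF2 genes fell in 7 and rose in 2 of 19 (adjusted p = 0.638 with an estimated correlation). The stromelysin Mmp10 fell in both, by 3.17 co-cultured and 2.14 alone on the log2 scale. limma called 1902 genes higher and 2030 lower in co-cultured cells and 1001 and 878 in cells grown alone. These values are set across arrays and rest on the normalization between them.

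The hormone comparison asked whether serotonin, cortisol or both changed the co-culture ratio (n = 3 arrays each, 1 per time). The additive fit takes a hormone effect as equal at all times. An effect at a single time is averaged over the 3 times and also widens the residual spread. Counts of 0 therefore do not exclude effects limited to a single time. limma called 0 genes for serotonin, cortisol and cortisol-serotonin, where 1804, 1368 and 1269 genes had an unadjusted p under 0.05 and 691.8, 691.7 and 691.7 would by chance. The lowest adjusted p were 0.265, 0.29 and 0.0834. Cholesterol synthesis genes shifted up under each hormone in the preset test, with medians of 0.31, 0.38 and 0.27 (adjusted p = 0.375, 0.433 and 0.802 with an estimated correlation), Idi1 lying at 0.97 ± 0.24 after cortisol and Stard4 at 0.83 ± 0.16 after both hormones, neither called. The 3 comparisons share the NT arrays, where the median of the cholesterol list was -0.457 at 6 h against 0.168 to 0.253 on the hormone arrays, -0.282 at 24 h against -0.234 to 0.155 and -0.575 at 48 h against -0.548 to -0.399. Interferon-stimulated genes had medians of 0.44, 0.19 and 0.15 (adjusted p = 0.375, 0.778 and 0.802 with an estimated correlation). The serotonin value rests on S at 6 h (list median -0.097 against -0.775 on NT) and S at 24 h (-0.016 against -0.845), both among the arrays in doubt, and at 48 h S had -0.977 against -0.984 on NT. No member of these lists was called by limma over all genes, and adjusted over the list alone 2, 3 and 1 cholesterol synthesis genes were. Serotonin and cortisol also shifted NF-kB targets, immediate early, hypoxia, TNF pathway and cytokine genes up (adjusted p = 0.375 and 0.433 with an estimated correlation), serotonin remodelling genes, and both hormones together cell cycle genes up and NRF2 genes down (adjusted p = 0.375 and 0.802 with an estimated correlation). The NT array of 48 h stood apart for the TNF pathway list (-0.136 against 1.049 to 1.175) and lay lowest for the cytokines (1.118 against 1.904 to 2.296). With 1 NT array at that time, a hormone effect at 48 h and an odd NT array cannot be told apart. At 6 h the NT medians of these lists were 1.603 against 1.636 to 1.956 and 1.211 against 1.271 to 1.427. At 24 h they were 1.578 against 0.821 to 2.017 and 0.758 against 0.499 to 1.343, with CS and not NT lowest. Remodelling genes had a median of 0.797 on S at 48 h, which stood apart from the other arrays of that time, against 0.204 on NT. On the S arrays in doubt they had 0.335 against 0.241 on NT at 6 h and 0.571 against 0.331 at 24 h. Fos lay at 0.54 ± 0.50 after serotonin and 0.53 ± 0.50 after cortisol, as means over the 3 times. At single times the differences from NT ran from -0.04 to 1.01 and from -0.07 to 1.59. Without C of 6 h the cortisol value was -0.1, so it rests largely on that array. Median centring called 64, 46 and 41 genes, and leaving out the NT array of 24 h called 13, 11 and 1. Serotonin called 1 gene without S of 48 h, cortisol 1 without CS of 24 h, without NT of 48 h and without the 3 arrays in doubt, and cortisol-serotonin 1 without S of 24 h. On simulated data of this design the cortisol comparison recovered 40.3% of genes changed by 1.5-fold and 86.6% of those changed by 2-fold. Genes changed by exactly 1.5-fold often miss the fold threshold whatever the precision. The simulated data held 67, 67 and 66 genes changed by 1.5-, 2- and 4-fold, and adjusted p-values depend on how many genes change. These rates need therefore not hold for the real arrays.

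The contrast of both hormones beyond their sum likewise had 0 genes called by limma (1297 at an unadjusted p under 0.05, lowest adjusted p 0.517) and 37 under median centring. Adjusted over the list alone, 5 of 20 immediate early genes and 1 of 26 hypoxia and glycolysis genes were lower. In that contrast 9 lists shifted down in the preset test, among them cholesterol synthesis (median -0.47; adjusted p = 0.298 with an estimated correlation), interferon-stimulated genes (-0.43; adjusted p = 0.394 with an estimated correlation), NF-kB targets (-0.29; adjusted p = 0.26 with an estimated correlation) and the TNF pathway genes the study chose, not independent evidence (-1.20; adjusted p = 0.26 with an estimated correlation). This contrast falls where NT arrays lie low or S arrays lie high. The NT array of 48 h had a TNF pathway median of -0.136 against 1.049 to 1.175 on the hormone arrays. The NT array of 6 h had a cholesterol median of -0.457 against 0.168 to 0.253. Interferon medians were highest of their times on S at 6 h (-0.097) and S at 24 h (-0.016), both in doubt. CS at 24 h, also in doubt, had the lowest TNF pathway median of its time (0.821). In co-cultured cells alone limma also called 0 genes (654 at an unadjusted p under 0.05). Leaving out S of 48 h called 1 gene on the ratio, and in co-cultured cells leaving out CS of 6 h, S of 48 h or CS of 48 h called 1, 1 and 3.

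Within single channels, the cortisol label left a trace. In co-cultured cells cortisol raised the glucocorticoid targets Zbtb16 (2.23 ± 0.21, n = 3), Pdk4 (1.20 ± 0.22), Per1 (0.94 ± 0.20), Dusp1 (0.89 ± 0.17), Klf9 (0.81 ± 0.13), Tsc22d3 (0.79 ± 0.16) and Sgk1 (0.61 ± 0.13), 7 of 24 listed genes with 0 lower and 10 adjusted over the list alone (adjusted p = 0.104 with an estimated correlation). Ear2 (2.70 ± 0.25) and Ear1 (2.23 ± 0.27), ribonucleases that are close copies, Cdo1 (2.38 ± 0.44) and Serpina3m (2.33 ± 0.53) rose most. Mmp10 (-2.50 ± 0.30), the chemokine Ccl3 (-2.40 ± 0.30), Timp3 (-1.72 ± 0.20), Csf2 (-1.66 ± 0.27) and Prss46 (-1.64 ± 0.24) fell most, each on 3 of 3 arrays. Cortisol-serotonin raised Ear2 (2.62 ± 0.25), Ear1 (2.46 ± 0.27), Zbtb16 (2.43 ± 0.21) and Serpina3m (2.32 ± 0.53). It lowered Mmp10 (-2.37 ± 0.30), Prss46 (-1.64 ± 0.24), Kcnk10 (-1.49 ± 0.23), Pilra (-1.47 ± 0.27) and Timp3 (-1.45 ± 0.20). Of 24 glucocorticoid-induced genes 8 were higher, and 9 adjusted over the list alone (adjusted p = 0.181 with an estimated correlation).

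Beside glucocorticoid-induced genes, cortisol in co-cultured cells lowered 2 of 29 interferon-stimulated genes (adjusted p = 0.556 with an estimated correlation), 3 of 22 remodelling genes with 1 higher and 7 lower adjusted over the list alone (adjusted p = 0.493 with an estimated correlation) and 1 of 9 contractile genes (adjusted p = 0.556 with an estimated correlation). Cholesterol synthesis genes (median 0.11; adjusted p = 0.556 with an estimated correlation) and ribosomal protein genes (0.07; adjusted p = 0.493 with an estimated correlation) shifted up in the preset test. With cortisol-serotonin 5 lists passed that test, and with serotonin 3, namely interferon-stimulated, cell cycle and the TNF pathway genes the study chose, all upward (adjusted p = 0.547 and 0.861 with an estimated correlation for the lists beyond the glucocorticoid-induced genes). Cortisol raised 149 genes and lowered 110 in total, cortisol-serotonin raised 393 and lowered 118, and serotonin changed 0 by limma (905 at an unadjusted p under 0.05). The counts that follow leave out arrays and so rest on fewer residual degrees of freedom. The cortisol count was 153 without the NT array of 6 h, 116 without C of 6 h, 102 without NT of 24 h, 39 without C of 24 h and 70 without C of 48 h. Cortisol-serotonin called 289 without NT of 24 h and 252 without CS of 24 h, and without the 3 arrays in doubt the counts were 18 and 13.

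In cells grown alone cortisol lowered Ccl3 (-2.57 ± 0.35), Mmp10 (-2.01 ± 0.33), the cytokine Il11 (-1.92 ± 0.31), Kcnk10 (-1.76 ± 0.29) and Scx (-1.35 ± 0.20). It raised Zfp948 (1.66 ± 0.15), Map3k6 (1.33 ± 0.22), Tars2 (1.21 ± 0.16), Dkc1 (1.09 ± 0.16) and Xdh (1.06 ± 0.14), with 23 genes higher and 9 lower in all. Zbtb16 at 2.79 ± 0.62 and Pdk4 at 1.85 ± 0.37 were not called, and 0 of 24 glucocorticoid-induced genes passed over all genes while 10 passed adjusted over the list alone (adjusted p = 0.338 with an estimated correlation). Cortisol-serotonin raised Rint1 (2.21 ± 0.28), Prrx2 (1.98 ± 0.35), Zfp948 (1.91 ± 0.15), Ostf1 (1.70 ± 0.18) and Nmd3 (1.47 ± 0.26). It lowered Kcnk10 (-1.38 ± 0.29), Myoz3 (-1.18 ± 0.24), Ndufaf5 (-1.06 ± 0.18), Tgfbr3l (-0.94 ± 0.15) and Etv1 (-0.86 ± 0.15), with 183 genes higher and 37 lower. Serotonin changed 0 by limma (1101 at an unadjusted p under 0.05). Cortisol shifted 13 lists here in the preset test, among them interferon-stimulated genes down (median -0.45; adjusted p = 0.446 with an estimated correlation), with 0 of 29 called by limma over all genes and 9 lower adjusted over the list alone. Serotonin shifted 8 lists and cortisol-serotonin 6 in that test (lowest adjusted p = 0.583 and 0.597 with an estimated correlation). The cortisol trace was taken over the 7 glucocorticoid-induced genes called for cortisol in co-cultured cells. The array labelled CS at 24 h lacked it in this channel (median -0.12, 2 of 6 genes higher than NT), while those labelled S had 0.85 at 6 h (7 of 7), 0.61 at 24 h (6 of 7) and 0.16 at 48 h (4 of 7). The cortisol count was 225 without CS of 24 h, 66 without NT of 48 h and 54 without S of 48 h. It was 3 without NT or S of 6 h, 1 without CS of 6 h or C of 24 h, and 0 without C of 6 h, NT of 24 h or C of 48 h. The cortisol-serotonin count was 49, 133, 124 and 61 without NT, S, C and CS of 6 h, 25 and 126 without NT and C of 24 h, and 401 and 97 without NT and C of 48 h. Serotonin called 2 genes without NT of 6 h. Without the 3 arrays in doubt, cortisol called 152 and cortisol-serotonin 35.

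**Figure D4:**
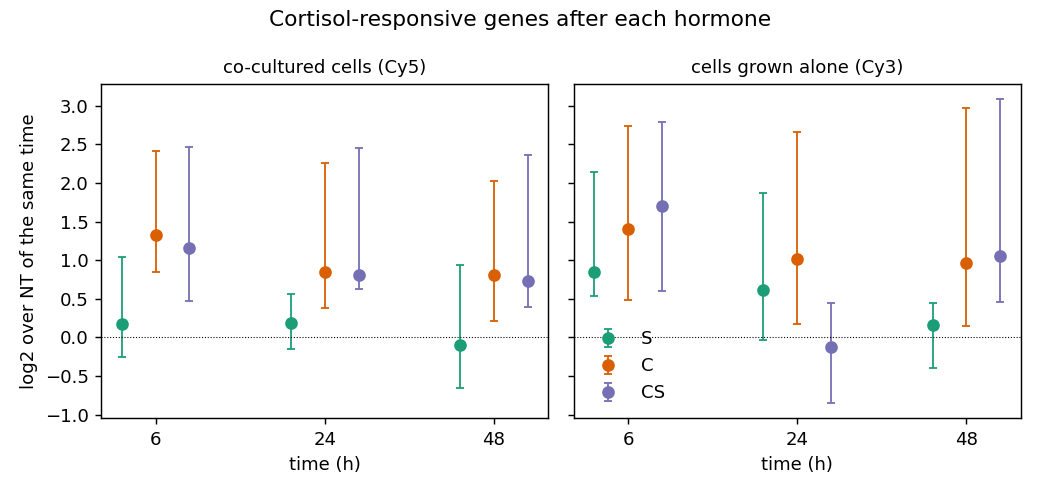
Median (points) and lowest to highest value (bars) over the glucocorticoid-induced genes called for cortisol in Cy5, as log2 of the array labelled S, C or CS over the NT array of the same time. Cells grown alone labelled CS at 24 h have a median of -0.12, against 0.81 in the co-cultured cells of the same array.

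Single arrays, which allow no test, were counted by fold alone. Genes past 1.5-fold numbered 964 (NT), 1826 (S), 2025 (C) and 1402 (CS) at 6 h, 1347, 1935, 1352 and 1437 at 24 h, and 4437, 4594, 4331 and 4635 at 48 h. Under NT, 473 genes were below 1.5-fold at 6 h and 24 h and at least 2-fold higher at 48 h, by 2 to 7.41-fold (112 genes under median centring and 776 with the deposited log ratios), and 229 of them were at least 2-fold higher on all 4 arrays of 48 h. The same count was 395 under S, 326 under C and 446 under CS.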

Values the study reported

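The study reported that cortisol raised the transcription of FOS to 11-fold at 6 h, from a lower value without treatment. That value is a ratio of co-culture over alone at 6 h, not a mean over times. The study also reported 167 genes whose transcription rose at 48 h.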

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

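All tests of explanations in this part, counts over other splits of the arrays included, were set down only after the results were seen.

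Co-culture ratios differed between times for 343 genes at 24 h against 6 h, 3355 at 48 h against 6 h and 2910 at 48 h against 24 h. In each case 1 of 35 splits of the 8 arrays, the real one, gave as many genes and the highest other split gave 0. The share of 1 in 35 is the smallest these splits can give. It argues against chance only if arrays of different treatments can be exchanged, since these splits mix treatments. Splits that keep 1 array of each treatment per side are too few for a share under 0.05. Mixed splits also carry the time difference in their residual spread, which lowers their counts. The 343 genes for 24 h against 6 h fell to 179 without S of 6 h and to 3 without the 3 arrays in doubt. Leaving out 3 arrays also leaves fewer residual degrees of freedom, so that drop cannot be tied to their labels. Log ratios were wider at 48 h. A wider ratio scale of that slide is argued against by the spiked-in controls, with a mean slope of 0.669 at 48 h against 0.65 at 6 h, and one common stretching as the whole cause by the 2780 genes still called for 48 h against 6 h once each array had the same spread. A batch of slide, scan or culture cannot be told apart from time, since 0 slides hold arrays of 48 h and another time, and a slow response to co-culture or the medium change described in the methods may contribute and was not tested.

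In the cells grown alone of the array labelled CS at 24 h, the median over NT was -0.12 across 6 measured of the 7 glucocorticoid-induced genes called for cortisol in co-cultured cells, out of 24 listed, where the other cultures grown alone with cortisol had 0.97 to 1.70. A fault of the whole array is argued against by its co-cultured channel, at 0.79 with 10 of 10 genes above NT. That value is over listed genes chosen without the 24 h arrays, for which the cells grown alone had -0.03. A fault of the Cy3 channel alone is not addressed by this and was not tested. On this array 18395 probes lay well above background in Cy3, against 19618 to 20676 on the other arrays of 24 h. That gap did not pass the limit of Dixon's ratio. A swap with the cells grown alone labelled S at 24 h, at 0.61 (0.10 over the whole list, where C had 0.36), would not explain the 0.85 of those labelled S at 6 h, and all 7 trace genes of S at 24 h lay below C at 24 h, whose median was 1.02. The swap stays open. It, a fault of the Cy3 channel, cortisol missing from that culture and another sample under its label cannot be told apart. The reason is that each channel of a condition was a single culture. The difference may also be biological, which was not tested.

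The TNF pathway genes were higher in co-culture at 6 h with a median of 1.81. Macrophage RNA in the co-cultured sample is argued against as the source by macrophage markers of equal or lower baseline, with a median of 0.31 at 6 h. The baseline of a marker was its Cy3 signal at 6 h, also for the values of 48 h. For the cytokine and chemokine genes at 48 h, the same source for the list as a set is argued against by 16 such markers, with a median of 0.07 and an upper quartile of 0.74, under the lower quartile of 1.04 of the list. A count of markers called higher at 48 h, 7 of 21, was tried first and left the source open. Single genes may still carry macrophage RNA, which was not tested. For the TNF pathway genes at 48 h the values leave that source open. There 20 such markers had an upper quartile of 0.74, above the lower quartile of 0.38 of the list, and 5 lay above the list median.

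Of genes called at both times, 15 were higher at 6 h and lower at 48 h and 23 the reverse. The change of Fos from 6 h to 48 h was -3.60 on the log2 scale. Among probes without a gene name, 1342 were called at 48 h.

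A single array stood apart from the other 3 of its time in 5 of 87 groups tested by Dixon's ratio, where chance gives 4.3. The fibroblast list had a median of 0.023 on S at 6 h and 0.112 on S at 24 h. The TNF pathway genes had -0.136 on NT at 48 h, cholesterol synthesis genes -0.457 on NT at 6 h and remodelling genes 0.797 on S at 48 h.

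For hormones against NT, 10 splits are too few for a share under 0.05. On the ratio the real counts were 0 for serotonin, cortisol and cortisol-serotonin by limma (1804, 1368 and 1269 at an unadjusted p under 0.05), and the highest other splits gave 0, 0 and 1, so 10 of 10 splits were as large. In co-cultured cells the real counts were 0 (905 at an unadjusted p under 0.05), 259 and 511 and the highest others 1, 0 and 1. In cells grown alone they were 0 (1101 at an unadjusted p under 0.05), 32 and 220 with 1, 0 and 1.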

How the results depend on the processing

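The 3 settings that leave out several arrays or keep high backgrounds were chosen after seeing the data. Of 539 values of 51 results under 30 alternatives, 409 stayed within limits (same direction and side of the threshold, counts within 1.5 times). Of 9280 values of 388 named gene results, 8704 kept call and direction, 500 lost the call, 58 gained it and 18 reversed. Of 225 values of 75 list medians, 123 stayed the same, 97 moved and 5 reversed. Of 75 list tests, 43 stayed the same and 32 became weaker. No analysis paired by replicate number was possible, because every replicate number is 1 and the numbers pair no arrays. The treatment term of the fit already matches arrays across times, and the joint fit pairs both channels of an array. The slide as a block was not run, since each slide holds 1 time. The cause was not tested except where a setting changes the threshold or the arrays used.

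Counts called at 6, 24 and 48 h and for 24 h against 6 h, 48 h against 6 h and 48 h against 24 h were 307, 280, 1675, 67, 1028 and 790 at 2-fold and 7243, 6909, 10099, 1289, 7694 and 7252 with no fold threshold. Median centring gave 3721 and 4738 at 6 and 24 h, 614, 6488 and 7644 between times, and 64, 46, 41 and 37 for serotonin, cortisol, both, and both beyond their sum. It turned Acta2 at 6 h to 0.36, Isg15 at 24 h to 0.39, and list medians to 0.02 (contractile, 6 h), 0.03 (cell cycle, 24 h) and -0.04 (olfactory, 24 h). Past 1.5-fold on single arrays it gave 3607, 3454, 3743 and 4781 (NT, S, C, CS at 6 h), 5512, 8864 and 4118 (NT, C, CS at 24 h), and 112 late genes under NT. The series matrix values gave 2111 and 2119 at 6 and 24 h, Tlr13 after serotonin -0.49, single arrays 1661, 2819, 3052, 2582, 2434, 3297, 2700 and 2869, and 776 late genes. Processed signals without loess gave 2110, 2129, Tlr13 -0.49, single arrays 1670, 2827, 3057, 2590, 2494, 3305, 2710 and 2951, and 775.

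Without the 3 arrays in doubt, 24 h against 6 h had 3 genes, cortisol on the ratio 1, cortisol and cortisol-serotonin 18 and 13 in Cy5 and 152 and 35 in Cy3, and Fos (-0.13) and Ifit1 (-0.39) after serotonin, Zbtb16 in Cy5 after serotonin (-0.43) and Fos in Cy3 from 6 h to 48 h (-0.12) reversed. Without the 48 h arrays, both hormones beyond their sum called 2 in Cy5, and cortisol and cortisol-serotonin 0 and 96 in Cy3. For cortisol and cortisol-serotonin in Cy3, array weights gave 161 and 39, the mean of probes 12 and 141, no filter 3 and 107 and the joint fit 343 and 410, and the strict filter gave 79 for cortisol. In Cy5, cortisol called 167 with no filter and 171 in the joint fit, which called 2 for both beyond their sum. Scaling between arrays called 1 for cortisol-serotonin on the ratio. Camera with an estimated correlation left 0 lists past the threshold in 17 comparisons. Pdpk1 at 48 h was -0.41 with the mean of probes, Tlr13 after serotonin -0.04 with high backgrounds kept, Cebpb in Cy3 0.02 with array weights and with quantile normalization, and olfactory medians -0.01 and -0.03 at 6 and 24 h with no filter.

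Leaving out each array gave 179 to 508 for 24 h against 6 h, 0 to 13, 0 to 11, 0 to 1 and 0 to 1 for serotonin, cortisol, both, and both beyond their sum on the ratio, 39 to 297, 252 to 662 and 0 to 3 for cortisol, both, and both beyond their sum in Cy5, and 0 to 2, 0 to 225 and 25 to 401 for serotonin, cortisol and both in Cy3. Steady counts were 1183 to 1579, 1097 to 1286 and 4287 to 4469 at 6, 24 and 48 h, and 3262 to 3452 and 2859 to 3023 for 48 h against 6 h and 24 h. Single genes ranged from -0.10 to 0.84 (Il6, 48 h), -0.03 to 0.51 (Cxcl1, 48 h), -0.03 to 0.38 (Tlr13, serotonin), -0.10 to 0.90 (Fos, cortisol) and -0.14 to 0.57 (Fos in Cy3 from 6 h to 48 h).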

Other observations

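With a 2-fold threshold at every time, chosen after seeing the data, 689 genes were under it at 6 h and 24 h and higher at 48 h on the NT arrays, and 257 on the arrays of all treatments. Both are higher than the count quoted from the study above, which was found with a 2-fold threshold. Median centring gave 259 and 51, and the deposited log ratios 1186 and 335. The study does not state on which arrays its genes had to pass. Its supplement lists Galnt6, not raised under CS at 48 h, and Gzmm, already raised under S and CS at 24 h. Passing under every treatment was therefore not required, and the count on the arrays of all treatments is not of the same kind.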
